A study of Mus musculus with 2 samples.

How the data were processed

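Single-cell RNA-seq was measured in 2 libraries of mouse aortic cells, 1 per group. Aortas were digested with collagenases and Liberase, and the cells were bound to magnetic beads carrying an antibody to CD31, an endothelial surface protein, before 10x Genomics library construction, per the labels' protocols. The deposited matrices hold whole-number counts of UMIs (unique molecular identifiers, which mark single captured RNA molecules) per gene and cell barcode, and Cell Ranger 7.1.0 wrote them, per the file headers. The genome build, the annotation, the counting of intronic reads, the cell calling and any pooling of animals were not stated. Every deposited barcode had at least 500 UMIs. Of the 32285 gene identifiers, 32158 matched GENCODE release M21 on GRCm38, from which the gene positions were taken.

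The main filter kept barcodes with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs. It kept 39503 of 39849 barcodes in the WT library and 28960 of 30278 in the EC-iCD45KO library. Doublets were scored in each library with Scrublet in scanpy 1.11.5. With its own threshold Scrublet marked 38 of 39716 WT cells (0.0957%), so it had not worked there, and 1975 of 29991 EC-iCD45KO cells (6.59%). The 10% of cells with the highest scores were therefore removed in each library, a rule chosen after the data were seen, and the own-threshold rule was kept as an alternative. After this step 35594 and 26230 cells remained. The 2 libraries were clustered together without correction, on 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method (leidenalg 0.10.2, resolution 1). The result genes, Ptprc included, were left out of the clustering.

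Clusters were called X-like from marker lists of 17 classes. A cluster needed a mean log2 excess of its markers of at least 1 over the median cluster, a lead of 0.75 over the next class, 3 detected markers and 50 cells, and no other class with more markers among its 10 leading genes. These naming thresholds were set after the data were seen, and cells outside them stayed unnamed. The markers, the gene lists, the statistics and the rule for named genes were fixed before the data were examined. The rule named the 5 largest rises and the 5 largest falls among genes with a mean of at least 50 CPM (UMIs of a gene scaled to a total of 1e6) in EC-like cells, without the class markers. Members of the gene lists and sex-linked genes could also be named.

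UMIs were summed over the cells of a class in each library and divided by all UMIs of those cells to give CPM. With 1 library per group no test between conditions was possible, and no p-value was computed. Counts carry exact Poisson intervals, shares exact Clopper-Pearson intervals and log2 ratios exact conditional binomial intervals, all at 95% and all covering counting error only. A gene list was summarised by the median log2 ratio of its members with a mean of at least 5 CPM. Its interval came from 1000 Poisson redraws of the counts, and its percentile from 10000 random lists of the same size matched on mean expression in 20 bins. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, and shallower cells were left out. Differences between shares carry Newcombe intervals.

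RNA of other classes in EC-like droplets was estimated by fitting the EC-like profile as a sum of 7 source profiles over the class markers, by non-negative least absolute deviations, with 200 redraws of the markers. An earlier version of this estimate, a median over class-specific markers, was seen to leave no usable macrophage marker in 1 library and was replaced. Both versions were written after the data were seen. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and TMM factors came from edgeR 4.0.16 in R 4.3.3.

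The statistics were tested on simulated data drawn from the EC-like sums over 11009 genes, of which 200 were changed. The intervals held the true log2 ratio for 95.5% of genes, and the sign was recovered for all 200 changed genes. A list with a true median of 0.50 gave 0.48 (0.42 to 0.52), and 3.5% of 200 unchanged lists lay outside their random range. Simulated mixtures returned 28 source shares with a largest error of 0.304 percentage points. They were built from the same source profiles that the fit used, with most source markers removed from the EC-like profile. This error therefore does not cover source profiles that carry RNA of other classes themselves. In the data, marker redraws moved the plasma share of WT from 0.466% to 14.9%.

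The alternatives were a stricter and a looser cell filter, no doublet removal, centring of each library, Leiden resolution 2, EC-like cells free of other classes' markers, TMM scaling, CPM without mitochondrial, ribosomal protein and haemoglobin genes, means of single-cell CPM, no minimum with 0.5 CPM added, thinning to 2000 UMIs and no thinning. Added after the data were seen were Scrublet's own threshold, the EC-like class without its Sfrp1 and Edn1 cluster, equal weights for EC-like clusters, an EC-like share without B-like, T/NK-like and plasma-like cells in the total, with or without the unnamed cells nearest to them, subtraction of the estimated RNA of other classes, and every alternative for the genes named by the rule. Lists of lymph node venule, kidney tubule, pancreas and heart muscle genes were also written after the data were seen. Reads were not used here, so recombination of the Ptprc allele was not analysed.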

Results

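The series asks how CD45 in endothelial cells (EC) bears on endothelial-to-mesenchymal transition (EndoMT), in which endothelial cells take on features of smooth muscle cells or fibroblasts, in atherosclerosis. CD45 is a tyrosine phosphatase of leukocytes encoded by Ptprc. Both groups lacked ApoE, an apolipoprotein whose loss raises plasma cholesterol, and were fed a Western diet. The WT group had no further deletion, and the EC-iCD45KO group had a tamoxifen-inducible deletion of CD45 in endothelial cells. Each group had 1 library, so no difference had a replicate check, and any difference between preparations was also a difference between groups. The WT library held 39849 barcodes and 92058043 UMIs, with a median of 1548 UMIs per barcode. The EC-iCD45KO library held 30278 barcodes and 88967918 UMIs, with a median of 1405. The median mitochondrial share was 1.90% in WT and 3.03% in EC-iCD45KO. Xist had 1 UMI in the EC-like cells of WT and 2 in those of EC-iCD45KO, whereas Ddx3y reached 90.3 and 84.4 CPM. Intervals given in parentheses are 95% intervals for counting error only.

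The targeted gene was examined first. Ptprc (ENSMUSG00000026395) lies on the minus strand of chromosome 1 at 138062861 to 138175708 in GRCm38, and no other annotated gene of the matrices overlaps it. In EC-like cells Ptprc stood at 301 CPM (290 to 313) in WT and 117 CPM (111 to 124) in EC-iCD45KO, a log2 ratio of -1.36 (-1.46 to -1.26). The alternative that moved this ratio most, EC-like cells without a UMI of other classes' markers, gave -0.25. That value rested on 4 Ptprc UMIs in 38 WT cells and 3 in 43 EC-iCD45KO cells. Ptprc was also lower in classes outside the deletion. It went from 152 to 78.7 CPM in SMC-like (smooth muscle) cells, a log2 ratio of -0.95 (-1.07 to -0.83), and from 305 to 138 CPM in fibroblast-like cells, a ratio of -1.15 (-1.27 to -1.02). In macrophage-like cells it went from 496 to 282 CPM, a ratio of -0.81 (-0.86 to -0.77). T/NK-like cells were level at 1213 and 1207 CPM, and in B-like cells Ptprc rose from 752 to 1272 CPM, a ratio of 0.76 (0.67 to 0.85). Chondrocyte-like cells gave -1.58 (-2.24 to -0.99), with 24 Ptprc UMIs in EC-iCD45KO, and neutrophil-like cells rose by 0.82 (0.70 to 0.95). Lymphatic EC-like cells, a class kept apart from the EC-like cells, gave -0.89 (-1.28 to -0.51). Schwann-like cells gave -0.35 (-0.82 to 0.15), within counting error of 0.

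Among the 5 EC-like clusters the fall was smallest in the cluster led by Rbp7 and Fabp4, at -1.02 (-1.14 to -0.89), which overlapped the intervals of the SMC-like and fibroblast-like classes. It was largest in the cluster led by Gpihbp1 and Ccdc85a, at -1.96 (-2.28 to -1.64). The cluster led by Ackr1 and Selp fell by 1.77 on the log2 scale and the cluster led by Sfrp1 fell by 1.37. The cluster led by Igfbp3 and Prnd, with 62 and 141 cells, gave -1.54 (-2.50 to -0.56). At Leiden resolution 2 the cluster led by Rbp7 and Fabp4 held 547 WT and 2325 EC-iCD45KO cells. An unnamed cluster nearest to EC, led by Glycam1 and Ubd, held 1590 WT and 73 EC-iCD45KO cells. The Rbp7 cluster at the main resolution may therefore compare unlike cells in the 2 libraries, but which cells it shares with these was not tested.

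**Figure D1:**
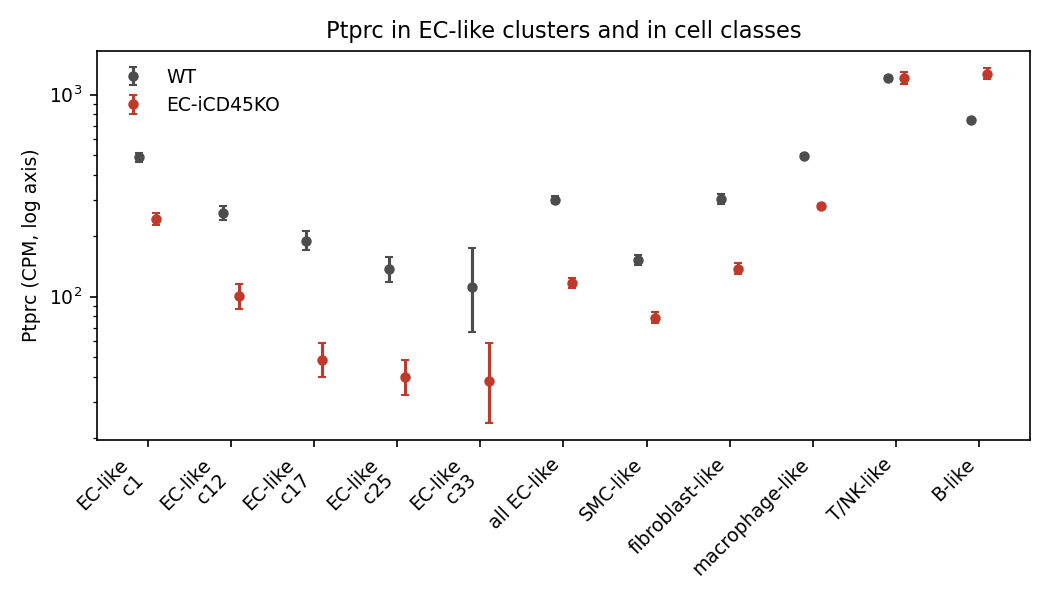
Ptprc in CPM on a log axis for each EC-like cluster, all EC-like cells and 5 further classes, with 1 point per library and exact 95% Poisson intervals as bars. Ptprc was lower in EC-iCD45KO in every EC-like cluster and also in SMC-like, fibroblast-like and macrophage-like cells. Clusters c1, c12, c17, c25 and c33 are those led by Rbp7, Sfrp1, Gpihbp1, Ackr1 and Igfbp3.

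The share of EC-like cells with a Ptprc UMI, after thinning to 1000 UMIs, was 27.1% (25.5 to 28.9) in WT and 13.0% (11.8 to 14.3) in EC-iCD45KO. Thinning left out 1332 and 1558 cells, and the unthinned shares were 38.1% and 19.4%. Fibroblast-like cells, which should lack CD45, reached 29.1% and 15.4%, and SMC-like cells 21.8% and 10.9%. The unthinned shares were 37.4% and 23.8% in fibroblast-like cells and 36.1% and 20.3% in SMC-like cells. Thinning left out 880 and 940 fibroblast-like cells and 570 and 870 SMC-like cells. Median depths were 1340 and 1298 UMIs for EC-like, 1181 and 1283 for fibroblast-like and 1584 and 1534 for SMC-like cells. After thinning, the EC-like share lay above the SMC-like share and at or below the fibroblast-like share in both libraries. Without thinning it lay within counting error of both in WT and at or below both in EC-iCD45KO. It is read as background, not as expression. Endothelial Ptprc expression was therefore not separable from background by this measure, in WT or in EC-iCD45KO. The source fit attributed 83.6% of the WT signal and 86.3% of the EC-iCD45KO signal in EC-like cells to RNA of other classes. After it, 49.4 CPM (26.4 to 63.4 over marker redraws) was left in WT and 16.0 CPM (0.345 to 21.3) in EC-iCD45KO.

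EC-like cells made up 11.4% (11.0 to 11.7) of the cells kept in WT and 16.7% (16.3 to 17.2) in EC-iCD45KO, or 4048 and 4389 cells. The difference was 5.36 percentage points. It moved most, and reversed to -2.95 points, when B-like, T/NK-like and plasma-like cells and the unnamed cells nearest to them were left out of the total, where the shares were 20.5% and 17.6%. With only the B-like, T/NK-like and plasma-like cells left out it was 1.07 points. Most cells of both libraries were therefore not EC-like after the CD31 enrichment. B-like cells made up 16.1% in WT and 1.27% in EC-iCD45KO, T/NK-like cells 9.11% and 1.06%, and plasma-like cells 4.34% and 0.419%. Macrophage-like cells went the other way, with 7.63% in WT and 21.02% in EC-iCD45KO. SMC-like cells made up 5.61% and 11.5%, fibroblast-like cells 6.57% and 10.0%, and neutrophil-like cells 1.17% and 4.74%. Unnamed cells made up 34.0% in WT and 26.5% in EC-iCD45KO. By nearest class, unnamed cells closest to B cells were 13.6% and 1.40% of the cells kept, those closest to macrophages 4.29% and 16.7%, and those closest to EC 0.483% and 3.27%. Nearly all of the last were 1 cluster of 172 WT and 836 EC-iCD45KO cells, with 12 EC markers detected and fibroblasts as the next class. Its 10 leading genes included Selp and Ackr1 and also Aqp2, Hsd11b2 and Calb1 of the kidney tubule, and 0 EC markers. Unnamed cells closest to chondrocytes were 7.09% and 0.0191%, and those closest to fibroblasts 7.03% and 4.41%.

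**Figure D2:**
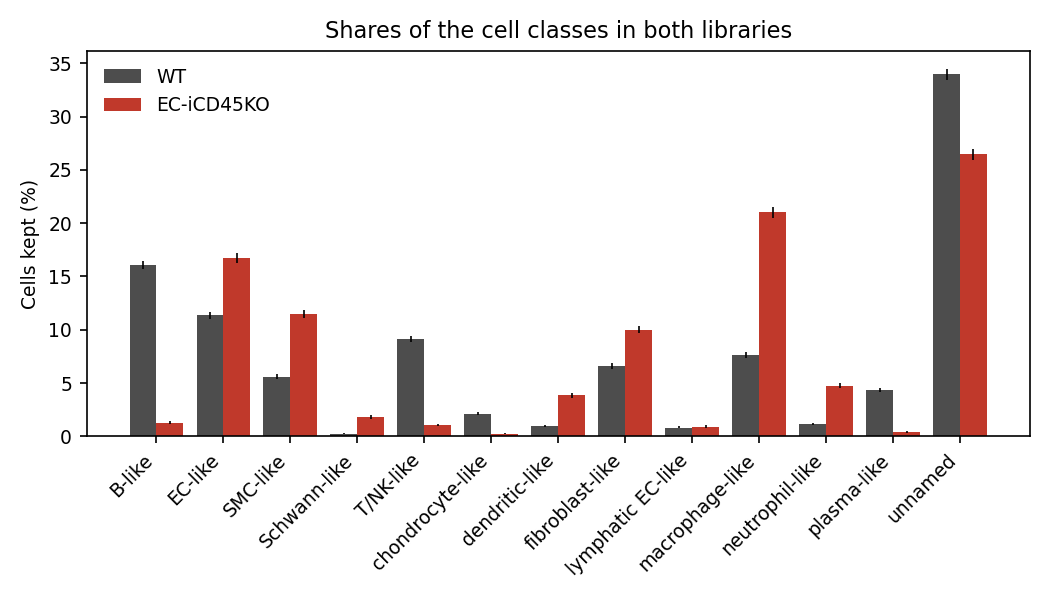
Percent of the cells kept that fell in each class, with 1 bar per library and exact 95% Clopper-Pearson intervals. Over all cells kept, B-like, T/NK-like and plasma-like cells were more frequent in WT and macrophage-like, SMC-like and EC-like cells in EC-iCD45KO. The EC-like difference shrank to 1.07 points without B-like, T/NK-like and plasma-like cells in the total, and reversed only when the unnamed cells nearest to them were left out as well.

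Mesenchymal genes in EC-like cells addressed the question of EndoMT. Their median log2 ratio was 0.13 (0.08 to 0.24) over 20 genes, 13 of them higher in EC-iCD45KO, at percentile 94.4 of matched random lists. The alternative that moved it most, centring each library, gave 0.41. With equal weights for the 5 EC-like clusters the median was 0.01. The contractile part gave 0.33 (0.25 to 0.39), the transcription factor part 0.36 (0.18 to 0.60) and the matrix part -0.05 (-0.17 to 0.07), at percentiles 99.2, 97.4 and 29.3. The transcription factor part rested on 4 of 6 genes: Snai1 (0.59), Zeb1 (0.10), Zeb2 (0.66) and Snai2 (0.13, -0.35 to 0.62). Zeb2 stood at 670 and 852 CPM in macrophage-like cells. Estimated macrophage RNA made up 13.4% of EC-like UMIs in WT and 21.01% in EC-iCD45KO, so it may contribute to the Zeb2 rise. The contractile median was 0.72 (0.70 to 0.73) in SMC-like and 0.33 (0.21 to 0.40) in macrophage-like cells, so its rise was not specific to EC-like cells. It was not shared by fibroblast-like cells, at -0.03 (-0.10 to 0.08). By cluster, the mesenchymal median ran from -0.33 (-0.51 to 0.01) in the Igfbp3 cluster to 0.52 (0.38 to 0.61) in the Rbp7 cluster, the largest. As the cell counts at Leiden resolution 2 show, the Rbp7 cluster may compare unlike cells in the 2 libraries. The contractile median was 0.64 in the Rbp7 cluster, 1.03 in the Gpihbp1 cluster, 1.35 in the Ackr1 and Selp cluster, -0.10 in the Igfbp3 cluster and -0.25 (-0.50 to -0.14) in the Sfrp1 cluster. The contractile genes stood at a median of 4.06% of their SMC-like level in the EC-like cells of WT and 3.70% in those of EC-iCD45KO. Vim went from 2091 to 3593 CPM, a ratio of 0.78 (0.76 to 0.81), and was also higher in SMC-like (0.41), fibroblast-like (0.44) and macrophage-like cells (0.23). Acta2 went from 349 to 438 CPM, a ratio of 0.33 (0.26 to 0.39), Tagln was level at 320 and 313 CPM, and Fn1 fell from 365 to 318 CPM. Outside the EC-like class the mesenchymal median was 0.20 (-0.02 to 0.28) in SMC-like, 0.43 (0.31 to 0.49) in fibroblast-like and 0.23 (0.20 to 0.32) in macrophage-like cells.

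The endothelial list median was 0.24 (0.21 to 0.32) over 10 genes, at percentile 97.9, with Cdh5 at 0.59, Pecam1 at 0.00 and Vwf at -0.31 (-0.41 to -0.21). After subtraction of the RNA of other classes its median was 0.01. The TGF-beta list, a pathway studied in EndoMT, gave 0.06 (-0.01 to 0.12), within counting error of 0 and at percentile 66.9. The adhesion list gave 0.36 (0.18 to 0.55) at percentile 99.97, with 6 genes higher and 4 lower. Selp (1.11), Sele (1.12) and Ccl2 (1.18) rose. Ccl2 also rose in SMC-like (1.72), fibroblast-like (2.04) and macrophage-like cells (0.72), and Selp in SMC-like (1.60) and fibroblast-like cells (1.71). Vcam1 fell from 211 to 128 CPM, a ratio of -0.72 (-0.82 to -0.62). The adhesion median reversed to -0.19 when the RNA of other classes was subtracted. Selp and Sele are also among the genes that lead the Ackr1 and Selp cluster. The adhesion median was 0.54 in the Rbp7 cluster, with the limit given above, and 0.46 in the Ackr1 and Selp cluster. It was -0.14 in the Sfrp1 cluster, -0.23 in the Gpihbp1 cluster and -0.47 in the Igfbp3 cluster, with intervals that held 0. The FGF receptor and KLF list gave -0.11 (-0.21 to -0.05) at percentile 16.96, with Klf2 at -0.21 and Klf4 at -0.09, and reversed to 0.17 in cells free of other classes' markers. The early-response genes, a check for dissociation stress, gave 0.05 (0.01 to 0.09) at percentile 45.4.

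**Figure D3:**
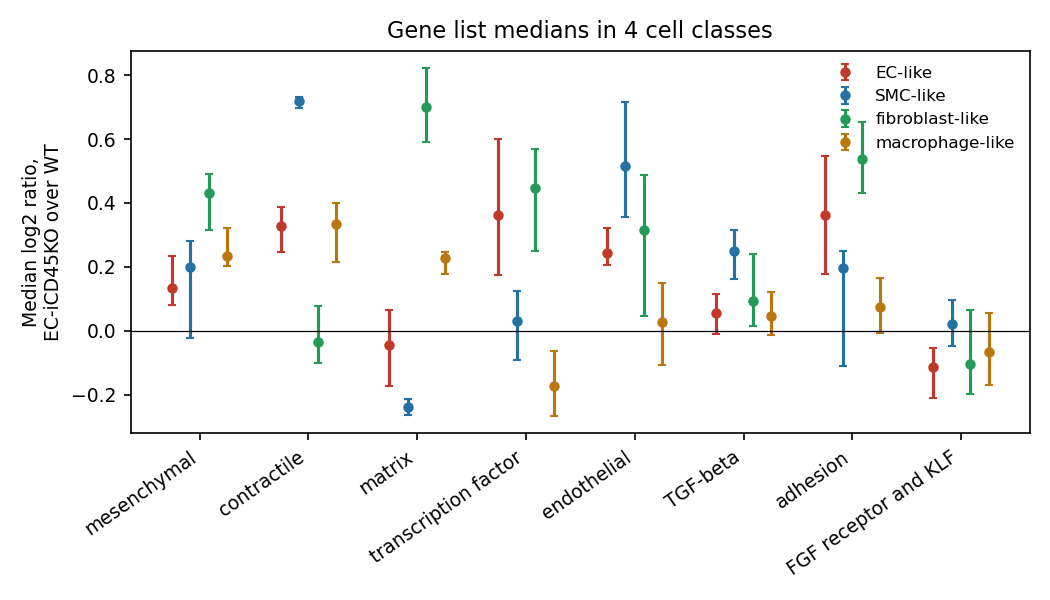
Median log2 ratio, EC-iCD45KO over WT, of each gene list in EC-like, SMC-like, fibroblast-like and macrophage-like cells, with 95% intervals from Poisson redraws. The mesenchymal median lay above 0 in all 4 classes, with an interval that reached 0 in SMC-like cells.

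Single cells were then examined for at least 3 of 10 contractile and collagen genes. After thinning, 233 of 2716 EC-like cells in WT (8.58%, 7.55 to 9.70) and 290 of 2831 in EC-iCD45KO (10.2%, 9.15 to 11.4) met this criterion. The difference was 1.66 percentage points, with a Newcombe interval of 0.126 to 3.20 that excluded 0 narrowly, for counting error only. It moved most, to 6.93 points, without thinning, where the shares were 14.3% and 21.2%. It was 1.19 points under the stricter and 0.590 points under the looser cell filter, and 3.83 points with each library centred. Macrophage-like and T/NK-like cells were taken as a guide to free RNA and doublets. Whether EC-like droplets carry the same level was not tested. The shares were 1.39% and 0.895% in macrophage-like cells and 0.338% and 0.781% in T/NK-like cells. Unthinned, these were 5.41% and 16.1% in macrophage-like and 1.36% and 8.96% in T/NK-like cells. Thinning left out 63 and 148 macrophage-like and 288 and 23 T/NK-like cells. Median depths were 3895 and 5323 UMIs in macrophage-like and 1993.5 and 2644 in T/NK-like cells. The EC-like share lay above that of both these classes in each library.

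Among all genes of EC-like cells, the rule for named genes gave Gdpd3, Cwc22, Ccl7, Gatm and Ackr1 as the largest rises. Gdpd3 (chromosome 7, 126766334 to 126775649) went from 10.3 to 202 CPM, a log2 ratio of 4.29 (3.98 to 4.62). Across its alternatives the ratio ranged from 3.69 to 4.45, the lowest in cells free of other classes' markers. Cwc22 (chromosome 2, 77881159 to 77946375) went from 30.1 to 127 CPM, a ratio of 2.08 (1.89 to 2.28). Both overlap another annotated gene, Gm9967 and Gm13727, so their counts are uncertain to that extent. Gdpd3 and Cwc22 also rose in SMC-like cells, by 4.40 and 2.16, in fibroblast-like cells, by 2.80 and 1.83, and in macrophage-like cells, by 2.97 and 1.95. Ccl7 rose by 1.68 and Gatm by 1.49. Both also rose in SMC-like cells, by 1.16 and 2.31, in fibroblast-like cells, by 2.03 and 1.67, and in macrophage-like cells, by 0.91 and 1.04. Ackr1 rose by 1.41, and it is a leading gene of 2 EC-like clusters. With the clusters weighted equally its ratio was 1.12, so their proportions do not account for all of the rise. A change within the clusters and a different mix of cells inside them cannot be told apart. The largest falls were Ighg2b (-6.32), Iglc1 (-5.42), Igkc (-4.57), Ly6d (-3.79) and Igha (-3.71). All 5 were also lower in SMC-like, fibroblast-like and macrophage-like cells, and in fibroblast-like cells Igkc gave -3.48, Ly6d -3.72 and Igha -1.51. Ighg2b fell by 0.40 in SMC-like cells, from 14.8 to 11.2 CPM. The immunoglobulin genes belong to families of near-identical members, among which the counting could split reads. Estimated B-cell RNA made up 12.7% of EC-like UMIs in WT and 0.899% in EC-iCD45KO, and Ly6d was a leading gene of the B-like cluster. Less RNA of B cells may therefore contribute to these falls. With the RNA of other classes subtracted Ly6d came to 0, at the floor, whereas the immunoglobulin genes stayed lower.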

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

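All tests in this part were chosen only after the result was seen. Kidney tubule genes reached 50.5 CPM (46.3 to 55.0) in the unnamed cells of EC-iCD45KO, above the 42.6 CPM (40.0 to 45.4) of WT. These cells were in none of the gene comparisons by class, but they counted in the totals of the cell shares, which were compared. Of the 8 listed genes, 5 were higher in EC-iCD45KO beyond counting error (Aqp2, Kap, Slc34a1, Hsd11b2 and Calb1) and 3 were higher in WT (Umod, Slc12a3 and Egf). Kap, the most abundant in EC-iCD45KO, stood at 20.3 CPM there and 8.64 CPM in WT, and Umod at 0.962 and 20.4 CPM. Of the 8 genes, 3 also reached 5 CPM in an EC-like, SMC-like or fibroblast-like class, and 0 were on another list. An unnamed cluster nearest to EC, with Aqp2, Hsd11b2, Calb1, Selp and Ackr1 among its leading genes, held 53.7% of the kidney UMIs of the unnamed EC-iCD45KO cells. These were 282 UMIs in 836 cells (167 CPM), against 0 UMIs in its 172 WT cells. In WT, 34.7% of the kidney UMIs of the unnamed cells lay in a cluster nearest to macrophages, with 336 UMIs in 739 cells (289 CPM). A further 35.6% lay in a cluster nearest to chondrocytes, with 344 UMIs in 2522 cells (78.6 CPM). RNA or cells of kidney in EC-iCD45KO alone would raise the list together, and the 3 genes that were higher in WT argue against EC-iCD45KO being the only library with such RNA. RNA or cells of kidney tissue in the EC-iCD45KO library remain a candidate explanation for the 5 genes that were higher there, with kidney RNA also in WT for the others.

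Pancreas genes reached 11.8 CPM (9.84 to 14.1) in the unnamed cells of EC-iCD45KO and 8.20 CPM (7.06 to 9.46) in WT. Of the 6 listed genes, 2 were higher in EC-iCD45KO beyond counting error, Cela1 at 7.89 against 4.23 CPM and Clps at 1.15 against 0.397 CPM. Prss2, at 2.31 CPM in EC-iCD45KO and 3.08 CPM in WT, went the other way within counting error. Over all cells kept the list was at 7.90 CPM in EC-iCD45KO and 8.69 CPM in WT, with 1 gene higher in EC-iCD45KO (Cela1) and 3 higher in WT (Ins1, Ins2 and Prss2). In total 1 gene of the list reached 5 CPM in an aortic class, and 0 were on another list. Prss2 and the values over all cells argue against pancreas in EC-iCD45KO alone. RNA or cells of pancreas tissue in the EC-iCD45KO library may contribute to the 2 higher genes, but this cannot be told apart from Cela1 expression in aortic cells. In unnamed cells the heart muscle list gave 4.62 CPM in EC-iCD45KO and 4.05 CPM in WT, with 0 of 6 genes higher in either library. Over all cells kept it gave 2.36 CPM in EC-iCD45KO and 4.32 CPM in WT, with 2 genes higher in WT (Actc1 and Tnnt2). The groups differ by the deletion, and no biological explanation was tested for either list.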

How the results depend on the processing

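The alternatives with Scrublet's own threshold, without the Sfrp1 and Edn1 cluster, with clusters weighted equally, with lymphocyte-like cells or also the unnamed cells nearest to them left out of the total and with RNA of other classes subtracted, and all those of the named genes, were tests chosen only after the results were seen. No paired analysis was possible because each group had 1 library. Values below are those that left the counting interval of the reported result. Under the stricter cell filter the mesenchymal median was 0.35 and the difference in EC-like share 6.26 points. Under the looser filter the Ptprc ratio was -1.19, the endothelial median 0.18 and the EC-like difference 6.98 points. Without doublet removal the endothelial median was 0.19 and the EC-like difference 6.11 points. With each library centred the Ptprc ratio was -1.48, the mesenchymal median 0.41 and the difference in cells with 3 or more contractile or collagen genes 3.83 points. At Leiden resolution 2 the Ptprc ratio was -1.07, the mesenchymal median 0.36, the endothelial median 0.0156, the FGF receptor and KLF median -0.25 and the EC-like difference 8.91 points. With means of single-cell CPM the Ptprc ratio was -1.14 and the TGF-beta median 0.17. Under the stricter filter, without doublet removal, with centring and at resolution 2, a cluster led by Sfrp1 and Edn1 was unnamed. It was thus outside the EC-like class. Resolution 2 also left unnamed a cluster nearest to EC with 1590 WT and 73 EC-iCD45KO cells. These changes of class may contribute to the values above. Without doublet removal, however, the mesenchymal median was 0.15, within its interval. How far the changes of class explain the values was not tested.

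In the cells free of other classes' markers the Ptprc ratio was -0.25 and the mesenchymal median 0.32. The endothelial, TGF-beta and FGF receptor and KLF medians were each 0.17, the last of them reversed. That shared value is the ratio of the libraries' 46138 and 41019 UMIs, which a gene with equal counts in both returns, so the depth of these 38 and 43 cells limits the result. The difference in cells with 3 or more contractile or collagen genes was 0 points there, from 0 of 22 and 0 of 11 cells, which by a limit of 3 counts allow shares of up to 13.6% and 27.3%. Thinning to 2000 UMIs gave a difference of 4.53 points and no thinning 6.93 points, and the cause was not tested.

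Without the Sfrp1 and Edn1 cluster the mesenchymal median was 0.27 and the endothelial median 0.19. With clusters weighted equally the mesenchymal median was 0.0146. With the RNA of other classes subtracted the Ptprc ratio was -1.86, the mesenchymal median 0.0156, the endothelial median 0.00585, the FGF receptor and KLF median -0.25 and the adhesion median -0.19, which was reversed. Subtraction set 10 of the 20 mesenchymal genes to the floor of 1 CPM in both libraries, so its median says little. For the other values the cause was not tested.

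The Ptprc ratio kept its sign under all 13 alternatives, from -1.86 to -0.25, and the mesenchymal median under all 14, from 0.0146 to 0.41. The sign of the -0.25 carries no weight, as it rested on 4 Ptprc UMIs in WT and 3 in EC-iCD45KO. The mesenchymal values of 0.0146 and 0.0156 were close to 0, so their sign says little. The EC-like difference ranged from -2.95 to 8.91 points over 9 alternatives. It was 1.07 points without B-like, T/NK-like and plasma-like cells in the total, and reversed to -2.95 points without the unnamed cells nearest to them as well. These cells were more frequent in WT, so leaving them out raises the WT share by construction. Under the other 7 alternatives it lay between 5.14 and 8.91 points. Scrublet's own threshold left all 8 results of the report's comparisons within their counting intervals. TMM scaling, CPM without mitochondrial, ribosomal protein and haemoglobin genes, and no minimum with 0.5 CPM added left every result they were run on within its interval. The scalings put the median of all genes between -0.03 and 0.03. Of the named genes, Gdpd3 and Cwc22 each left their interval under 1 of 13 alternatives and the other 8 under 1 to 9, and no named gene reversed. Ly6d came to 0 with the RNA of other classes subtracted, which put it at the floor in both libraries.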

Other observations

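All tests in this part except that of the chromosome segment around Ptprc were chosen only after the result was seen. The lower Ptprc in EC-like cells of EC-iCD45KO was first set against RNA of leukocytes in other droplets. Ptprc fell by 0.95 on the log2 scale in SMC-like cells and fell by 1.15 in fibroblast-like cells, classes outside the deletion, which is consistent with less leukocyte RNA contributing to the fall. The estimated RNA of other classes made up 39.8% of EC-like UMIs in WT and 29.0% in EC-iCD45KO, with B-cell RNA at 12.7% and 0.899% and macrophage RNA at 13.4% and 21.01%. It predicted 252 of the 301 CPM of Ptprc in WT EC-like cells (83.6%) and 101 of the 117 CPM in EC-iCD45KO (86.3%). The predicted part was thus similar in both libraries. The 49.4 and 16.0 CPM left over were not predicted, but they rest on estimated profiles. Whether such RNA makes up the whole of the fall stays open. The deletion itself was weighed by cluster. In 2 of the 5 EC-like clusters, those led by Gpihbp1 and by Ackr1 and Selp, the whole interval of the log2 ratio lay below the intervals of both SMC-like and fibroblast-like cells. In the clusters led by Sfrp1 (-1.37, -1.61 to -1.13) and by Igfbp3 (-1.54, -2.50 to -0.56) only the value itself lay below them, and in the Rbp7 cluster it did not. The chondrocyte-like interval (-2.24 to -0.99), in a class outside the deletion, overlapped those of all 5 clusters. Lymphatic EC-like cells, a further endothelial class, gave -0.89 (-1.28 to -0.51), which overlapped the intervals of SMC-like and fibroblast-like cells. Whether the deletion reached them was not tested. Schwann-like cells, outside the deletion, gave -0.35 (-0.82 to 0.15). Deletion and a difference in leukocyte RNA cannot be told apart here, because each group is 1 library and the clusters may take up such RNA unequally.

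Contractile UMIs in EC-like cells may come from RNA of SMC-like cells. The contractile genes reached a median of 4.06% of their SMC-like level in the EC-like cells of WT and 3.70% in those of EC-iCD45KO. The SMC share estimated from other markers was 5.01% (3.49 to 13.9) and 3.57% (2.60 to 12.7), and both medians lay inside these ranges. Single genes ran from 3.05% to 18.0% in WT and from 2.35% to 16.8% in EC-iCD45KO. The highest was Tpm1 in both libraries, above the range, whereas the next gene reached 5.62% and 4.06%. The share rests on estimated profiles, so expression of Tpm1 by EC-like cells themselves stays open. The higher share of EC-like cells with contractile and collagen genes against macrophage-like cells stays open as transition, doublets with SMC-like cells or uneven RNA uptake.

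A shift between the libraries shared by other classes was set against the mesenchymal median of EC-like cells. That median was 0.20 in SMC-like, 0.43 in fibroblast-like and 0.23 in macrophage-like cells. The interval of the SMC-like value held 0 (-0.02 to 0.28). The matrix part was 0.70 (0.59 to 0.82) in fibroblast-like and -0.24 (-0.26 to -0.21) in SMC-like cells. The contractile part was -0.03 (-0.10 to 0.08) in fibroblast-like and 0.72 (0.70 to 0.73) in SMC-like cells. These values argue against an equal shift of the whole list in both of those classes. In macrophage-like cells both parts rose, by 0.23 and 0.33. A shift shared with some classes and a change in EC-like cells cannot be told apart. An effect of the deletion stays open as untested.

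Lymph node tissue in the WT library is a candidate explanation for its higher shares of B-like, T/NK-like and plasma-like cells. All 5 listed genes of high endothelial venules, the vessels through which lymphocytes enter lymph nodes, were higher in WT over all cells kept, at 104 CPM in sum against 23.1 CPM. Glycam1 was the most abundant in WT, at 73.7 CPM against 5.88 CPM in EC-iCD45KO. Of the 5 genes, 3 also reached 5 CPM in an aortic class and 0 were on another list. Lymphoid tissue formed in the aortic wall was not tested apart from lymph nodes, and neither was an effect of the deletion on lymphocytes.

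Of 6117 genes tested, 7 changed alike in all 6 classes compared, a pattern that changes in endothelial cells alone would not give. Cwc22 (median log2 ratio 2.00), Lamtor3 (1.61), Ccl2 (1.58), Lyz2 (1.17) and Car3 (1.07) rose, and 2610035D17Rik (-1.003) and Gm35082 (-1.27) fell. They were chosen after their values were seen. A strain difference in the segment around Ptprc, carried along with the targeted allele, would place such genes within 20 Mb of it. Of the 7 genes, 0 lay there, against 74 of the genes tested (1.21%), and all 7 lay on chromosomes other than that of Ptprc. Their positions argue against that segment as the direct cause of their change. A strain difference elsewhere in the genome was not tested and stays open. Lyz2 is also abundant in macrophages. Ccl2 stood at 307 CPM in the macrophage-like cells of WT and 507 CPM in those of EC-iCD45KO. The rises of both may therefore come from free RNA. Car3 was on the marker list of adipocytes, and free RNA of adipocytes was not tested. The near-Ptprc count of 0 does not bear on free RNA.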
